A study of Homo sapiens with 3 samples. Its data were reported in "Genome-Wide CRISPR-Cas9 Screen Identifies MicroRNAs That Regulate Myeloid Leukemia Cell Growth" (2016).

How the data were processed

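Total RNA was isolated from EV-infected MV4-11 cells with a Qiagen miRNeasy column kit, and small RNA libraries were made with an NEB protocol and sequenced on an Illumina instrument. The series holds 3 libraries in 1 group, and its design text describes triplicate cultures. Libraries are numbered as in their titles, and the numbers carry no order.

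The authors deposited 2 tables, 1 of mature miRNA arms and 1 of miRNA hairpins, both made against miRBase annotation. Each table gives, for every library, the count of reads per feature as deposited by the authors, without normalization. Each also gives FPKM values that the authors computed from those counts. From the values, FPKM equals the count divided by the feature length less 1 nucleotide and by a library total that lies 0.0171% to 0.0229% above the summed reads of the table. The aligner, the read trimming and the treatment of reads that map to several loci are not given in the sources used here. The tables list 851 mature entries and 661 hairpins, and the lowest summed count of any entry was 14 in both, so features with few reads had been removed before these tables were made. A miRNA below that limit has no value here, and its level cannot be told from 0.

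The mature table lists a miRNA once per locus. Of 55 names with more than 1 locus, 39 did not differ from an even split of reads between loci (chi-square p above 0.05). An even split happens when a read is shared out, but with few reads an uneven split can be missed. The loci of all 55 names were summed to give 783 mature names and 566 miRNA names without the arm. These include uneven names, picked after their values were seen: miR-7641, miR-194-5p and miR-128-3p had 6.54%, 34.8% and 41% of reads on the lower locus. Of the mature names 292 were 5p arms, 324 were 3p arms and 167 carried no arm. Hairpins were placed on GRCh38 by name with GENCODE release 29. A total of 649 of 661 hairpins matched, and 648 of these had the same length as the hairpin behind the FPKM. The genome build that the authors used is not given in the sources used here.

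The tests were chosen before the data were examined, on the assumption that the tables held FPKM alone. They hold counts as well, so the FPKM tests stay as the main results and edgeR's quasi-likelihood test on the counts was added for the arm comparison. Log2 values were taken after a pseudocount of 3.75 FPKM, the smallest value above 0 in the mature table. The 5p and 3p arms of a miRNA were compared with an intercept-only limma fit on the log2 ratio in each library. Hairpins of a single locus were compared with the sum of their listed arms in the same way, after the library median of the ratio was subtracted. Related miRNAs were compared by the ratio of their lead arms, with the variance prior of the arm fit. P-values were adjusted by the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The p-values of the arm and related-miRNA comparisons measure the spread between the 3 cultures of 1 experiment. They do not cover a bias in capture between sequences that is shared by all libraries. Of 513 hairpins compared, 124 had as many reads as their listed arms. Their FPKM ratio follows from feature lengths, the mix of arms and the subtracted median. For these hairpins the p-value does not measure a spread in reads outside the arms.

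Screen hits were compared by a two-sided exact permutation test of the difference of mean log2 levels between the 9 hits whose loss lowered growth and the 18 whose loss raised it, and by a two-sided permutation test with 100000 resamples against other conserved miRNAs. The conserved miRNAs are a list of broadly conserved names set for this purpose and are not the list that the study screened, which was not used here. From the study's screen results only the membership of the hits was used.

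Lists of miRNAs were fixed before the data were examined. They cover blood cells, HOX clusters, the miR-17-92, miR-106a-363, miR-106b-25, miR-23a-24, miR-221/miR-222, miR-99, miR-125 and miR-424-450 clusters, and the let-7, miR-15/16, miR-29, miR-30, miR-181 and miR-320 families. Further lists cover erythroid, liver, neuronal, muscle, epithelial, mesenchymal, embryonic, placental (19q13) and imprinted (14q32) miRNAs and entries that resemble other small RNAs. The rule for miRNAs to be named was fixed in the same way: the 20 with the highest mean FPKM, the lead arm of every hit, up to 4 members of each other list, the 5 largest arm ratios past the threshold in each direction, and the 5 largest hairpin ratios past the threshold in each direction with a mean hairpin FPKM above the median of those tested. miRNAs named outside this rule are said to be so or belong to the tests between libraries.

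The fits were tested on simulated data. For the arm comparison, counts were drawn for the 209 real pairs with a dispersion of 0.15, and limma called 0.917% of 109 unchanged pairs, 32.0% of 25 pairs changed 2-fold and 100% of 25 pairs changed 4-fold. Both arms of a simulated pair were set around the geometric mean of the real reads of its arms. Pairs with 1 scarce arm were therefore not reproduced, and the rates may not apply to them. For the hairpin comparison it called 0.211% of 473 unchanged hairpins, 60.0% of 20 changed 2-fold and 80.0% of 20 changed 4-fold. That simulation used reads without feature length and drew hairpin and arm reads separately. Its rates therefore do not apply to the FPKM ratios of hairpins to arms. Alternatives were another pseudocount (1 or 37.5 FPKM), other filters, a minimum log2 ratio of 1, a robust or trended variance prior, TMM factors, the mean over loci, reads in place of FPKM, pairs with both arms from 1 hairpin, the hairpin table in place of the mature table and leaving out each library in turn. R 4.3.3, limma 3.58.1, edgeR 4.0.16, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.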

Results

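Small RNA sequencing was used to measure which microRNAs (miRNAs) are present in MV4-11 cells, an established acute myeloid leukemia cell line whose FLT3 receptor gene holds an internal tandem duplication (FLT3-ITD). The cells had been infected with an empty-vector (EV) lentiviral CRISPR-Cas9 construct, which carries no guide against a gene, and were grown for 2 weeks before RNA was taken. The 3 libraries came from triplicate cultures and form 1 group, so levels are compared between miRNAs within these cells and not between conditions. How well library preparation captures different sequences was not measured. Levels and ratios are therefore those of reads and may differ from those of molecules in the cells. Libraries 1, 2 and 3 held 12694823, 10991953 and 11682129 reads on mature miRNA arms, and 12722997, 11022587 and 11715711 reads on miRNA hairpins. At this depth 1 read of a 22-nucleotide miRNA was worth 3.75, 4.33 and 4.08 FPKM.

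The study used these libraries to decide which miRNAs count as expressed when the results of its growth screen were read. Of 783 mature miRNA names, 781 were above 0 in all 3 libraries and 783 reached the study's limit of 10 reads over the libraries. The lowest total of any mature entry was 14 reads, so low entries had been removed before the tables were made and these counts cannot show how many miRNAs were below the limit. Levels ran over a wide range. A total of 54 names were above a mean of 100000 FPKM, 528 were at or above 100 FPKM, and 300 had fewer than 100 reads over the 3 libraries.

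miR-21-5p, an oncogenic miRNA whose hairpin lies in an exon of VMP1 (GRCh38, chromosome 17, 59841266 to 59841337, plus strand), was the most abundant miRNA, with 28.7% ± 9.23 of all mature FPKM (SD, n = 3). Its share was highest in library 1 at 38.7% and lowest in library 3 at 20.4%. miR-148a-3p followed with 5.56% ± 1.98, then let-7f-5p with 4.26% ± 0.51, miR-30d-5p with 4.04% ± 0.88 and miR-191-5p with 3.46% ± 1.21. These 5 miRNAs together made up 46.0% ± 11.1 of the pool. The 10 most abundant made up 61.1% ± 9.67, the 20 most abundant 76.0% ± 4.85 and the 50 most abundant 91.6% ± 2.13 (SD, n = 3 for each).

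The remaining members of the top 10 were miR-92a-3p at 3.28% ± 0.67, let-7i-5p at 3.16% ± 0.35, miR-20a-5p at 3.10% ± 2.03, miR-146b-5p at 2.85% ± 1.04 and let-7g-5p at 2.63% ± 0.26. Next came miR-155-5p, a growth-promoting hit that the study followed up along with miR-150, at 2.33% ± 0.27, and miR-17-5p at 2.05% ± 1.41. miR-26a-5p, miR-24-3p and miR-103a-3p lay close together at 1.63% ± 0.04, 1.63% ± 0.55 and 1.62% ± 0.64. The last of the 20 were miR-221-3p at 1.25% ± 0.59, miR-93-5p at 1.21% ± 0.74, let-7a-5p at 1.15% ± 0.20, miR-142-3p at 1.12% ± 0.59 and miR-423-3p at 0.946% ± 0.078. Neighboring ranks among these often differed by less than the spread between libraries, and their order was not tested. let-7f-5p, miR-92a-3p, miR-26a-5p, miR-24-3p and miR-103a-3p are sums over 2 loci and let-7a-5p over 3, so the mean over loci would lower each by that factor.

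**Figure D1:**
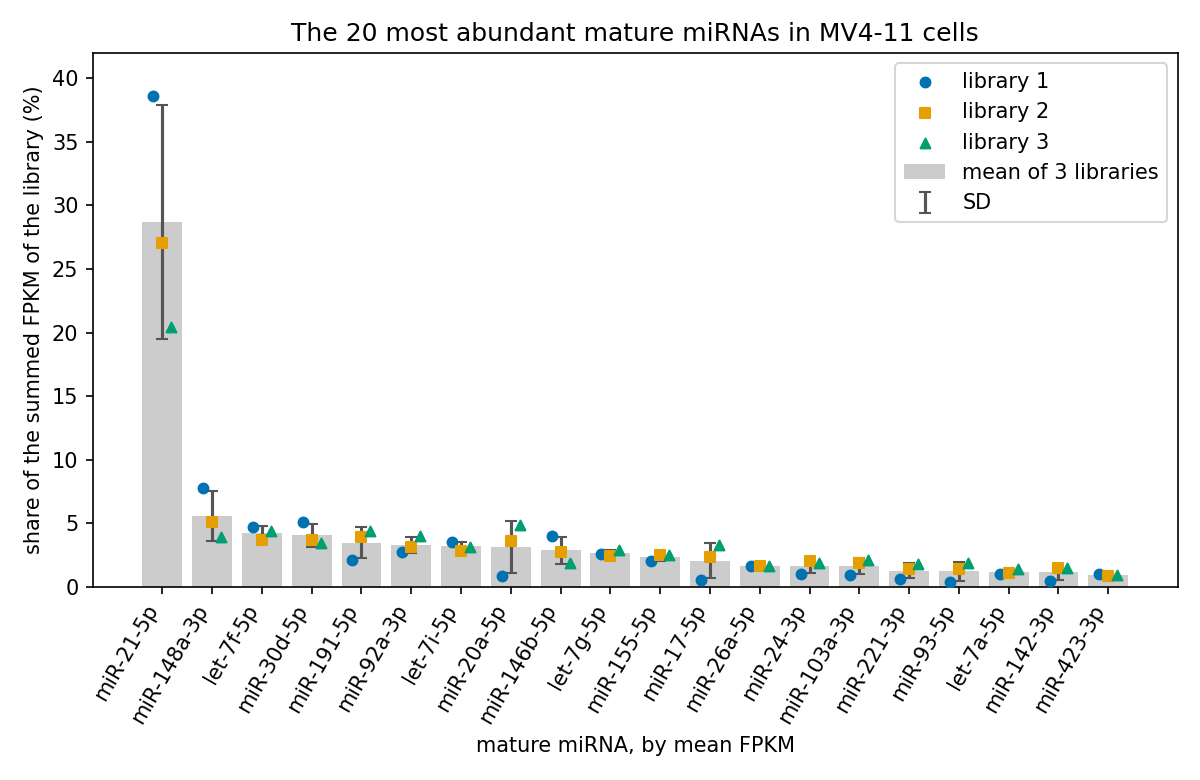
Share of the summed mature FPKM of each library (y axis, %) taken by the 20 mature miRNAs with the highest mean FPKM (x axis) in EV-infected MV4-11 cells. Bars are means of 3 libraries, error bars are SD and symbols are single libraries; miR-21-5p held from 20.4% to 38.7% of a library, and no other miRNA had a mean above 5.56%.

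The libraries were then compared with each other. Across the 783 mature names, Pearson's r of log2(FPKM + 3.75) was 0.977 between libraries 1 and 2, 0.970 between libraries 1 and 3 and 0.991 between libraries 2 and 3, and Spearman's rho was 0.953, 0.940 and 0.974. These correlations are across miRNAs, which are not independent replicates. More than a 2-fold difference was seen for 227 names between libraries 1 and 2, for 278 between libraries 1 and 3 and for 54 between libraries 2 and 3. The biological coefficient of variation from edgeR was 33.1% over all libraries, and by pair it was 35.2%, 41.6% and 15.5% for libraries 1 and 2, 1 and 3, and 2 and 3.

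The miR-17 family, which shares a seed and is encoded in the miR-17-92 cluster and its paralogs, was higher in libraries 2 and 3 than in library 1 for every member measured. This family and the miR-15/16 family were picked here after the ratios were seen. Its 6 measured 5p members were above library 1 by a log2 ratio of 1.44 to 2.40 in library 2 and of 2.05 to 2.85 in library 3, while the ratio of library 3 to library 2 was 0.39 to 0.60. The 4 members of the miR-15/16 family with at least 1000 reads were above library 1 by 1.54 to 1.87 and 1.78 to 2.17. Such a rise was not particular to these families. miR-374a-5p was above library 1 by 2.56 and 3.17 and miR-374b-5p by 1.73 and 2.38. Of 259 miRNAs with at least 1000 reads, 187 were higher in libraries 2 and 3 than in library 1 on the deposited FPKM, and 56 were lower. The 9 members of the let-7 family lay between -0.35 and 0.69 for library 2 over 1 and between -0.18 and 0.99 for library 3 over 1, and miR-21-5p was at -0.52 and -0.93. With edgeR's TMM factors, which move every level by 0.39, -0.13 and -0.26 log2 in libraries 1, 2 and 3, the miR-17 family stayed above library 1 at 0.93 to 1.88 in library 2 and at 1.41 to 2.21 in library 3, and the let-7 family moved to between -0.87 and 0.17 in library 2 and between -0.82 and 0.35 in library 3. With 1 group and no repeat of a library, these differences have no test.

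**Figure D2:**
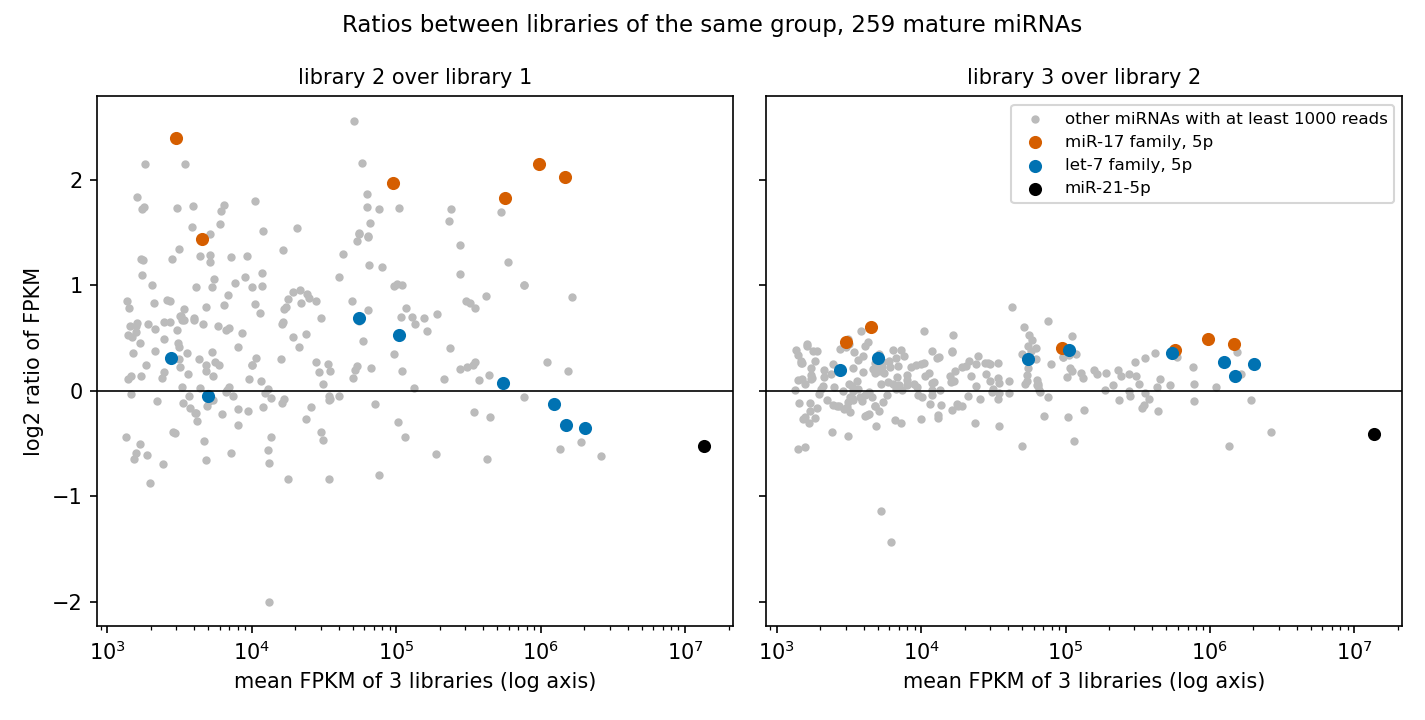
Log2 ratio of FPKM between libraries of the same group (y axis) against mean FPKM on a log axis (x axis), for the 259 mature miRNAs with at least 1000 reads over the 3 libraries, with library 2 over 1 on the left and library 3 over 2 on the right; orange points are the miR-17 family, blue points the let-7 family without miR-98 and the black point miR-21-5p. The SD of the ratios was 0.73 on the left and 0.27 on the right, and the miR-17 family sat at 1.44 to 2.40 on the left.

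Lists of miRNAs by family, cluster and cell type were then summed. The let-7 family was the largest of the families listed, at 11.9% ± 1.07 of mature FPKM (SD, n = 3), with 9 of its 9 members present. The members of the miR-17-92 cluster, a growth-promoting polycistron, held 8.95% ± 4.33, with 4.32%, 9.64% and 12.9% in libraries 1, 2 and 3. The related miR-106b-25 cluster held 2.44% ± 1.27, whereas the members found only in the X-linked miR-106a-363 cluster held 0.0163% ± 0.0104, with 3 of 4 present. miR-92a-3p and miR-19b-3p have a locus in each of the miR-17-92 and X-linked clusters, with 48.4% and 49.7% of reads on the lower locus, and are counted in full with the miR-17-92 members, so these shares do not give the output of either cluster. The miR-30 family held 5.64% ± 0.68, the members of the miR-23a-24 cluster 3.03% ± 1.04 and the miR-221/miR-222 cluster 2.11% ± 0.75. The miR-23a-24 value counts all of miR-24-3p, which has another locus beside miR-27b on chromosome 9 with reads split about evenly. The miR-15/16, miR-181, miR-320 and miR-29 families held 0.840% ± 0.408, 0.825% ± 0.144, 0.346% ± 0.099 and 0.228% ± 0.084, and the miR-424-450 cluster held 0.117% ± 0.024.

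Blood cell miRNAs were present throughout, with 12 of 12 members and 8.88% ± 0.71 of the pool (SD, n = 3). miR-146b-5p and miR-155-5p led this list, followed by miR-142-3p at 528779 ± 277090 FPKM and miR-142-5p at 276995 ± 104128 FPKM. miR-223-3p, a miRNA of the myeloid lineage, was at 230877 ± 122386 FPKM, and miR-126-3p, which marks stem and progenitor cells, was at 134443 ± 28901 FPKM. Both were named after their values were seen. Among miRNAs of the HOX clusters, which held 0.123% ± 0.067 with 4 of 5 members present, miR-196b-5p was at 54867 ± 30697 FPKM and miR-10a-5p at 479 ± 177 FPKM. MIR196B overlaps an exon of HOXA9 (GRCh38, chromosome 7, 27169480 to 27169563, minus strand). Erythroid miRNAs held 0.00270% ± 0.00045, led by miR-486-5p at 1006 ± 156 FPKM, and the miR-99 and miR-125 clusters held 0.0417% ± 0.0055, led by miR-99b-5p at 11873 ± 650 FPKM.

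Markers of other tissues were mostly low. Epithelial miRNAs held 0.0269% ± 0.0042, with miR-200c-3p at 6379 ± 1923 FPKM, muscle miRNAs held 0.0104% ± 0.0004, with miR-1 at 3759 ± 296 FPKM, and the liver miRNA miR-122-5p was at 231 ± 66.6 FPKM, or 0.000489% ± 0.000139 (SD, n = 3 for each). The mesenchymal list held 0.463% ± 0.136, led by miR-199b-5p at 128467 ± 37400 FPKM, and the neuronal list held 0.162% ± 0.085, led by miR-124-3p at 55618 ± 32463 FPKM. With the mean over loci in place of the sum, an alternative chosen after the data were seen, miR-124-3p with 3 loci was at 18539 FPKM and the neuronal list at 0.0612%, miR-1 at 1879 FPKM and the muscle list at 0.00653%, the erythroid list at 0.00174% and the miR-181 family at 0.515%. miR-1, miR-122 and miR-124 are themselves hits of the study's screen. Entries that resemble fragments of other small RNAs held 0.0555% ± 0.0109, led by miR-3607-3p at 6182 ± 3059 FPKM. None of the 8 embryonic, 35 placental (19q13) and 47 imprinted (14q32) members was among the rows used here. The list of conserved miRNAs held 93.3% ± 0.71 with 128 of 165 members present. That list includes screen hits, and the 108 present members that are not hits served as background.

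For each miRNA with both arms listed, the reads of the 5p arm were compared with those of the 3p arm. Another 190 miRNA names had only 1 of the 2 arms listed and were not compared. Entries with few reads had been removed, so the largest ratios and the counts below hold only for pairs with both arms listed. let-7g was read almost wholly from its 5p arm, with 924203 reads against 154 and a log2 ratio of 12.46 ± 0.26 (SE, n = 3, limma adjusted p = 1.53e-05). miR-20a at 9.78 ± 0.22, miR-155 at 9.55 ± 0.49, miR-26a at 9.48 ± 0.31 and let-7i at 9.13 ± 0.29 also favored the 5p arm. miR-101 gave the largest 3p excess, with 26 reads against 265271 and a log2 ratio of -13.42 ± 0.44 (SE, n = 3, limma adjusted p = 1.53e-05). It was followed by miR-103a at -12.38 ± 0.24, miR-19a at -10.41 ± 0.28, miR-23a at -9.52 ± 0.45 and miR-29a at -9.29 ± 0.25. The lead arms of miR-26a, miR-101 and miR-103a are sums over 2 loci, so their arms are not from 1 hairpin alone.

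Of 209 pairs tested with limma, 176 passed an adjusted p of 0.05, of which 86 were higher on the 5p arm and 90 on the 3p arm. A ratio above 10-fold was found for 104 of these and above 100-fold for 37. miR-142 was closer to balance, at -0.83 ± 0.26 (SE, n = 3, limma adjusted p = 0.0316). miR-223 did not pass, at -0.88 ± 0.38 (SE, n = 3, limma adjusted p = 0.0812), with a log2 ratio of 0.07 in library 1 and of -1.35 and -1.37 in libraries 2 and 3. miR-142 and miR-223 were named here after their values were seen. Ratios are on the log2(FPKM + 3.75) scale, which understates those of arms with few reads.

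Related miRNAs were compared next. Members found only in the miR-17-92 cluster were far above their X-linked paralogs: the log2 ratio was 7.61 ± 0.26 for miR-17-5p over miR-106a-5p, 8.43 ± 0.23 for miR-18a-5p over miR-18b-5p and 9.02 ± 0.23 for miR-20a-5p over miR-20b-5p (SE, n = 3, limma adjusted p of at most 5.65e-06). Against the miR-106b-25 cluster the ratio was 3.93 ± 0.22 for miR-20a-5p over miR-106b-5p, 1.96 ± 0.27 for miR-92a-3p, summed over both of its loci, over miR-25-3p and 0.67 ± 0.24 for miR-17-5p over miR-93-5p. The last of these had a limma adjusted p of 0.0430 and did not pass when any single library was left out, with adjusted p between 0.0653 and 0.160, or on hairpins, at 0.0520. Reads of near-identical paralogs could not be told apart where the sequence is shared, so these ratios are uncertain to that extent.

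miR-146b-5p was above miR-146a-5p by 5.59 ± 0.46 and miR-196b-5p above miR-196a-5p by 4.95 ± 0.29. miR-142-3p was 2.29 times as high as miR-223-3p, with log2 ratios from 1.13 to 1.27 in single libraries (limma adjusted p = 0.00478). miR-27a-3p was above miR-27b-3p by 0.96 ± 0.22, with a limma adjusted p of 0.0113 that became 0.0572 without library 2 and 0.0518 without library 3 (SE, n = 3 for each). miR-221-3p and miR-222-3p, 2 miRNAs of 1 cluster, were at 0.63 ± 0.30 with a limma adjusted p of 0.0969, which did not pass, and passed at an adjusted p of 0.0437 without library 1 and at 0.89 with an adjusted p of 0.0313 on hairpins. miR-155-5p and miR-150-5p, both growth-promoting hits of the screen, differed by 14.37 ± 0.33 (SE, n = 3, limma adjusted p = 2.74e-06). Of 12 ratios tested, 11 passed, and 3 more were left out because 1 side was not among the rows used here.

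Hairpins were compared with the sum of their listed arms to ask which hairpins hold reads that the arms do not account for. mir-6087 had 16245 reads, of which 80.6% lay outside its arm, and mir-33a, in an intron of SREBF2 (GRCh38, chromosome 22, 41900944 to 41901012, plus strand), had 15732 reads, of which 67.9% lay outside its 2 arms. mir-3155a, in an intron of PFKFB3, had 86.8% of 242 reads outside and mir-3143 had 28.8% of 476. The log2 ratios of hairpin to arm FPKM, centered on the library median, were 2.81 ± 0.20, 1.80 ± 0.05, 2.79 ± 0.14 and 1.02 ± 0.02 (SE, n = 3). The same ratios on reads, in which hairpin length has no part, were 2.42 ± 0.21, 1.66 ± 0.06, 2.92 ± 0.15 and 0.50 ± 0.02, so that of mir-3143 was lower on reads. Over all 513 hairpins of a single locus the median share outside the arms was 0.640%, with 95 above 10% and 7 above 50%. No minimum of reads was set for these counts. Arms with few reads had been removed from the data, so in hairpins with few reads the share may lie on an unlisted arm.

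On FPKM, 409 of the 513 hairpins passed an adjusted p of 0.05 in limma, of which 213 were lower. FPKM divides reads by feature length, so hairpin length enters these ratios by construction. Spearman's rho between length and ratio was -0.838 across hairpins, which are not independent replicates. A pass on FPKM is therefore not in itself a sign of reads outside the arms. When reads were used in place of FPKM, only mir-6515 and mir-6729, named after their values were seen, passed in limma, with 93 at an unadjusted p below 0.05, against 414 on FPKM. The limma adjusted p of mir-33a, mir-3143, mir-3155a and mir-6087 was then 0.0543, 0.0543, 0.0698 and 0.146. Their SE on reads was close to that on FPKM and their unadjusted p was 0.000401, 0.000529, 0.000953 and 0.00368 in limma, so these did not pass once adjusted over 513 hairpins of which few had a small p. On FPKM mir-378g, with a hairpin of 41 nucleotides and 0% of its reads outside its arm, was at 0.81, and mir-1307, mir-181d, mir-499a, mir-5010 and mir-98, with hairpins of 119 to 149 nucleotides, were at -0.93, -0.73, -0.71, -0.61 and -0.60 with at most 1.06% outside.

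The levels of the 27 screen hits were then compared. miR-155-5p (MIR155HG exon, GRCh38, chromosome 21, 25573980 to 25574044, plus strand) ranked 11 of 783 at 1100895 ± 124530 FPKM (SD, n = 3). miR-182-5p ranked 257 at 1394 FPKM, from 376, 353 and 403 reads. miR-150-5p, from a hairpin with no gene on its strand (GRCh38, chromosome 19, 49500785 to 49500868, minus strand), ranked 649 at 53.2 ± 30.0 FPKM. It had 7, 11 and 21 reads in libraries 1, 2 and 3, with exact 95% Poisson intervals of 2.81 to 14.4, 5.49 to 19.7 and 13.0 to 32.1 reads. Such intervals cover counting error only, since reads amplified by PCR are not independent molecules.

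Among the 9 hits whose loss lowered growth, miR-320a, miR-19b-3p, miR-98-5p and miR-30b-5p were at 156220 ± 45888, 105135 ± 61241, 96341 ± 22016 and 79606 ± 35299 FPKM, and let-7e-5p and miR-320d at 2756 ± 480 and 443 ± 115 FPKM (SD, n = 3 for each). Among the 18 whose loss raised growth, miR-221-3p was highest at 591323 ± 278015 FPKM, followed by miR-27b-3p at 164351 ± 40536, miR-374b-5p at 75952 ± 50525 and miR-124-3p at 55618 ± 32463. miR-335 was read mainly from its 3p arm at 12865 ± 1711 FPKM. miR-125a-5p, let-7c-5p, miR-1, miR-29b-3p and miR-196a-5p lay between 1609 and 6008 FPKM, and miR-874-3p, miR-153-3p, miR-422a, miR-215-5p, miR-122-5p and miR-190b between 229 and 834 FPKM. miR-491-5p was at 187 ± 129 FPKM, from 16, 42 and 78 reads, and miR-193b-3p at 41.1 ± 16.7 FPKM, from 16, 8 and 7 reads. The levels of miR-19b-3p, miR-320d, miR-1, miR-29b-3p, miR-196a-5p and miR-153-3p are sums over 2 loci and that of miR-124-3p over 3.

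The hits whose loss lowered growth had a median of 79606 FPKM and those whose loss raised growth a median of 2499 FPKM. The difference of the mean log2 levels was 2.24, with p = 0.194 in a two-sided exact permutation test over 4686825 splits of the 9 and 18 miRNAs, so a difference was not detected. Taken as 1 list, the 27 hits had a mean log2 level that differed by -2.03 from that of 108 other conserved miRNAs, with p = 0.0331 in a two-sided permutation test of 100000 resamples. That direction depended on the background, since the difference was 1.12 with p = 0.400 in a permutation test when the 37 conserved miRNAs not among the rows used here were kept at 0, and 2.79 with p = 0.00184 against all 539 other miRNA names. The study kept only hits that it called expressed in these libraries, so their presence here is not independent evidence, and miRNAs are not replicates in these tests.

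**Figure D3:**
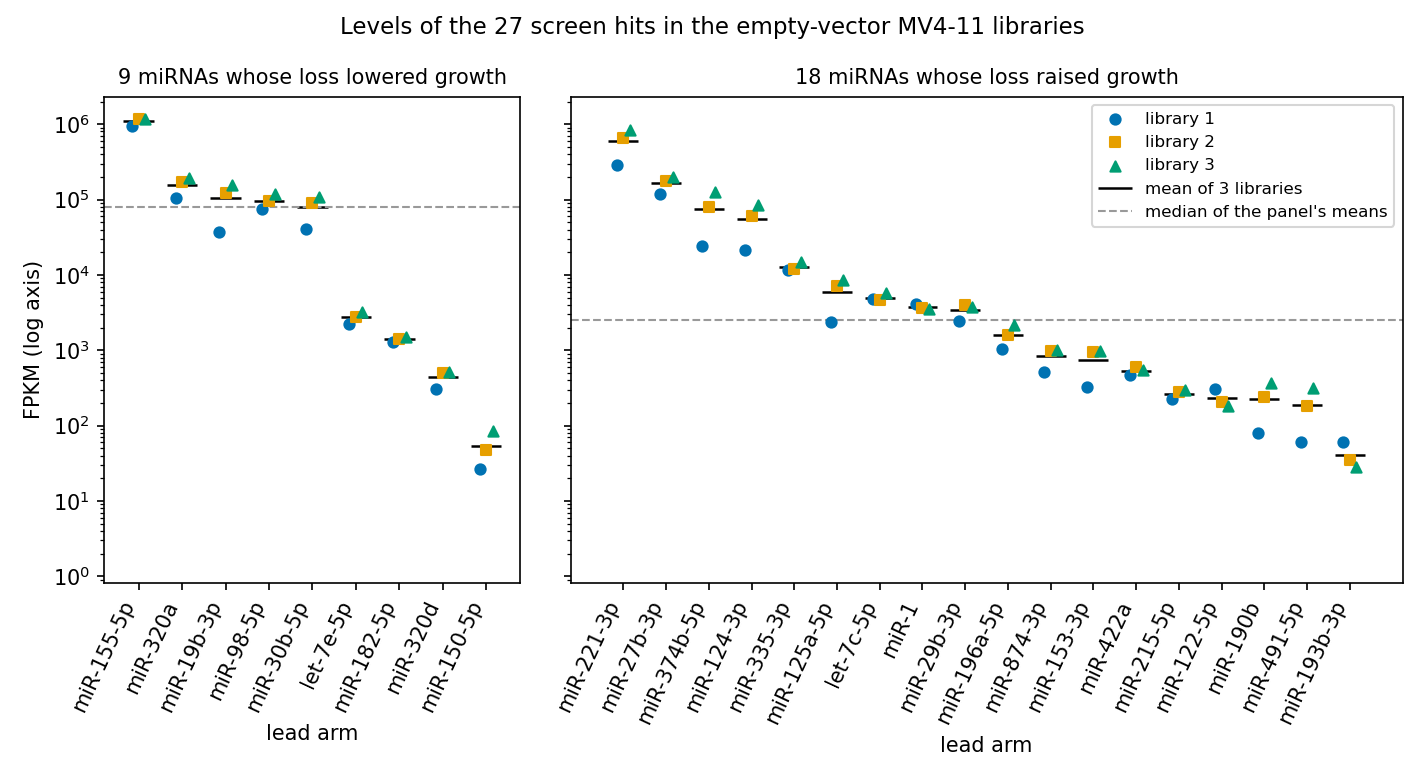
FPKM on a log axis (y axis) of the lead arm of the 27 screen hits (x axis), with the 9 whose loss lowered growth on the left and the 18 whose loss raised growth on the right. Symbols are single libraries, short lines are means of 3 libraries and dashed lines are medians of 79606 and 2499 FPKM; miR-155-5p at 1100895 FPKM and miR-150-5p at 53.2 FPKM mark the ends of the left panel.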

Values the study reported

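In its screen the study scored 27 miRNAs as hits out of 197 conserved ones, with a p-value limit of 0.05 across 3 replicates. The library carried 4 guides per miRNA locus and 3 per protein-coding gene, and the screen ran for 23 days. Among 19,052 protein-coding genes, the study counted 516 as growth-promoting and 715 as growth-restraining.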

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

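The edgeR test on counts, the trended prior, the TMM factors, the mean over loci, reads in place of FPKM, the pairs from 1 hairpin and the tests without miR-150 or miR-155 were chosen after the data had been seen. The arm, hairpin and related-miRNA comparisons are ratios within a library and so are paired by library, and with 1 group there is no pairing between groups. The hit comparison against conserved miRNAs turned from -2.03 to 2.79 (permutation p = 0.00184) against all 539 other names and to 1.12 (permutation p = 0.400) with 37 absent conserved miRNAs kept at 0. Keeping absent miRNAs at 0 adds low values by construction. The 539 names include those outside the conserved list, whose mature names had a median of 130 FPKM. Under the other alternatives the hit comparison stayed between -2.13 and -1.99. The comparison of the hits whose loss lowered growth with those whose loss raised it kept its sign and missed the threshold throughout, from 1.44 (exact permutation p = 0.397) without miR-155 to 5.09 (exact permutation p = 0.129) for medians, with 3.22 (exact permutation p = 0.0625) without miR-150.

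Among arms, 98 pairs passed of 104 with a lead arm above the median, where fewer pairs were tested, against 176 of 209. edgeR called 174, a minimum log2 ratio of 1 left 148, and leaving out a library gave at least 163. Of 184 pairs with both arms from 1 hairpin, 72 passed with a higher 5p arm and 78 with a higher 3p arm. Among hairpins, 233 of 256 passed with a lead arm above the median. With a minimum log2 ratio of 1, limma called 0, with 6 at an unadjusted p below 0.05. With reads in place of FPKM, which leaves length out of the ratio, limma called 2. How many of the lost calls rested on length alone was not tested. On reads mir-33a, mir-3155a and mir-6087 were at 1.66, 2.92 and 2.42 without a call and mir-3143 at 0.50, while mir-181d moved to 0.014, mir-499a to 0.0029, mir-5010 to 0.0030 and mir-378g to -0.0012, each opposite in sign to its FPKM ratio. Leaving out a library gave 364 to 390 hairpins and 9 to 11 related ratios. On hairpins miR-17-5p over miR-93-5p was lost at 0.60 (limma adjusted p = 0.0520) and miR-221-3p over miR-222-3p passed at 0.89 (limma adjusted p = 0.0313). The mean over loci lowered 24 named levels and 5 list shares beyond their SD, by construction, the neuronal list to 0.0612% and miR-124-3p to 18539 FPKM. A total of 2 list shares were lower in the hairpin table beyond their SD, the miR-181 family at 0.624% and muscle at 0.00952%. The mean correlation between libraries, 0.979, was 0.970 to 0.991 with 1 library left out, the highest without library 1, which leaves only libraries 2 and 3. The top 10 share stayed between 56.1% and 64.9%, and 10 or 11 lists held above 1%. Depth limits the lowest hits, such as miR-150-5p with 7 to 21 reads a library.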

Other observations

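The genomic setting of the hairpins was examined after the other results had been seen, as were the tests of displacement, of mature length and of sequence-dependent capture, and the added requirements on the spread left after correction and on the families without miR-17 were set after the values had been seen. The tests of hairpin GC, of the 2 arms and of reads outside the miR-150 arm were set before. Of 649 hairpins placed on the genome, 418 lay on the same strand as a protein-coding gene and held 55.9% ± 4.32 of hairpin FPKM (SD, n = 3). Another 109 lay only within non-coding genes, such as MIR155HG and MIR17HG, and held 27.5% ± 8.15, with a median level of 1210 FPKM. The 122 with no gene on their strand, among them MIR150, held 12.8% to 20.2% in single libraries, with a median level of 50 FPKM.

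miRNAs outside the conserved list and the screen hits were numerous but scarce. These 543 mature names held 6.18% ± 0.50 of the pool (SD, n = 3), with a median of 130 FPKM, and 275 of them had fewer than 100 reads. A total of 21 ranked in the top 100. They included miR-423-3p at rank 20 and, named after their values were seen, miR-378a-3p at 347358 ± 40646 FPKM, miR-1307-3p at 214397 ± 12451 FPKM, miR-340-5p at 132271 ± 7208 FPKM and miR-4497 at 114736 ± 35867 FPKM.

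Library 1 stood apart from libraries 2 and 3, with 187 of 259 miRNAs of at least 1000 reads lower in library 1 than in both others and 56 higher. With TMM factors 118 were lower in library 1, fewer than were higher. A larger miR-21-5p share in library 1 would lower all others by 1 factor, but their log2 ratios spread with an SD of 0.73 for library 2 over 1 and 0.89 for library 3 over 1, against 0.27 for library 3 over 2. Mature length (Spearman's rho 0.199 for library 2 over 1) and hairpin GC (rho -0.163) were weak trends across miRNAs, which are not independent replicates, and straight lines on them left SDs of 0.721 and 0.717 of 0.731. Different transcription of the loci would move both arms of a hairpin together. The rho between arms over 65 pairs was 0.0760 for library 2 over 1. It was 0.117 for library 3 over 1 and 0.355 for library 3 over 2. Arm ratios can also shift between libraries, as for miR-155 at 10.89, 9.01 and 8.76 log2 in libraries 1, 2 and 3. Such shifts lower the rho even where both arms share a change, so this test cannot decide. Sequence-dependent capture may contribute and stays open. On average miRNAs of 1 seed family spread less than random sets (100000 resamples). The permutation p was 0.0381 for library 2 over 1 and 0.0237 for library 3 over 1. Without the miR-17 family the permutation p was 0.0643 and 0.0486. Neighbors from 1 transcript did not spread less (permutation p = 0.734 for library 2 over 1). Among these neighbors miR-92a-3p, miR-24-3p and miR-194-5p are sums over 2 loci, so their ratios are not from 1 transcript alone. The same family test also gave a permutation p of 0.00146 between libraries 2 and 3. Reads of near-identical family members could not be told apart where the sequence is shared, which would also make their ratios alike. Some members of 1 seed family also lie in 1 cluster, such as miR-17 with miR-20a and miR-221 with miR-222. Shared transcription could make their ratios alike too, so the family test cannot separate sequence from transcription. Neither a batch nor another biological explanation was tested.

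miR-150-5p, a growth-promoting hit of the screen, lay near the lowest levels in the tables. Reads missed because they fall outside the annotated arm could account for this, but the hairpin held 41 reads and its arm 39, a ratio of 1.05. A level that differs between single cells or a bias in capture of this sequence was not tested. The study also measured miR-150 by qPCR and reported a significant decrease from EV cells in cells with its miR-150 guide. For the latter it reported a growth disadvantage and, by western blot, more p53 protein than in EV cells, which it read as repression of p53 by miR-150.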
